A study of Xenopus laevis with 4 samples. Its data were reported in "Pre-marking chromatin with H3K4 methylation is required for accurate zygotic genome activation and development" (2025).

How the data were processed

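DNA methylation in Xenopus laevis embryos was profiled by MBD-seq, in which fragments of genomic DNA that carry methylated CpG are captured with a methyl-CpG-binding domain (MBD) protein and then sequenced. Embryos were collected at the 256-cell stage, 4.5 h after fertilization, before zygotic genome activation (ZGA), with 250 embryos per replicate and 6 to 8 cycles of PCR in library preparation, per the labels. The series has 4 samples in 2 groups, with 2 MBD capture libraries and 2 Input libraries of genomic DNA before capture. The peak lists of the 2 MBD capture libraries were used. The Input libraries entered only through the authors' peak calling and were not analysed here.

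The authors aligned paired-end reads to genome version 10.1 with bowtie, kept properly paired alignments and called broad regions with HOMER (findPeaks, histone style) separately for each replicate against the Input library of the same replicate. Per the file headers, windows of 500 bp were tested, peaks closer than 1000 bp were joined, tags were counted at most 1 time per bp, and a peak required a Poisson p-value of 0.001 against an assumed genome of 2 Gb and at least 4-fold more tags than Input with a p-value of 0.0001. The tag threshold of this test was 12 tags in replicate 1 and 15 in replicate 2, so the deeper library was held to a higher count of tags. These settings decide what the lists can hold. Methylated sequence with few CpGs, or sequence to which reads cannot be placed uniquely, gives few tags and can lack a peak without being unmethylated.

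The deposited lists give the position of each peak, and the score in the deposited lists was 1 for all peaks, so they carry no tag count, fold enrichment or p-value per peak. The deposited headers name 13 columns whereas the rows hold 6. The peaks were listed in runs that each follow genome order, with 348 such runs in replicate 1 and 675 in replicate 2, as a list ranked by a tied score and then by position would be. This order was taken as a rank, with all peaks of a run tied. That reading is an inference from the files, which do not state it. A list was shortened only at the end of a run.

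Coordinates are 1-based. Genes came from a RefSeq table of the same genome version with 44456 genes, of which 34461 were protein-coding genes on the 18 chromosomes, 9 of the L and 9 of the S subgenome. The table gives the start and end of a gene and not its strand, so the end that holds the transcription start site (TSS) was not known here. The planned promoter windows of 1 kb on each side of the TSS were therefore replaced by windows of 1 kb on each side of both gene ends. The number of genes with peaks at both ends is then a lower bound for the number with a promoter peak, and the number with a peak at either end is an upper bound. Exons, introns, CpG density, repeats, assembly gaps and fold enrichment, all planned before the data were examined, were not analysed here. The extent of a chromosome was set to the last base of any peak or gene on it.

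Overlap of the peak lists, at 1 bp or more, was compared in a permutation test with 1000 circular shifts of replicate 2 along each chromosome (one-sided). The shares of peak midpoints at gene ends, inside genes or in intergenic sequence, assigned in that order, and the share of gene ends with a peak in both replicates were compared with 1000 shifts of both lists by a common offset per chromosome (two-sided). The smallest p-values that these shifts can give are 0.001 and 0.002. Peak density on L and S chromosomes was compared over the 9 homeologous pairs by an exact paired permutation test over all 512 sign flips (two-sided), which cannot give a p-value under 0.00391. Homeologs with gene symbols that differ only in L and S were compared by Fisher's exact test (two-sided). The 7 p-values of these tests were adjusted by the Benjamini-Hochberg method. The shares of peaks by place add up to all peaks, so their p-values are not independent. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

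The functions were tested on simulated peak lists. In a list drawn at 131303 peaks with an overlap of 30% planted, 28.6% was recovered. A list drawn at 222771 peaks, in which 50% of gene-end peaks had been kept, gave 51.0% of the shifted level. Drawn peaks that overlapped the one before were left out, so the simulated lists held fewer peaks than were drawn. A planted L to S density ratio of 90% came out as 90.5%. Among 200 pairs of unrelated lists drawn at 20000 peaks, 5% were called overlapping at a p-value of 0.05 or less. All simulated peaks had a single width and were placed uniformly at random, and these pairs were tested with fewer shifts. The 5% therefore does not give the error rate for lists that vary in peak width and regional density, as the real lists do.

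Genes to name were fixed before the data were examined, namely 11 genes that the study shows or perturbs. Of these, 8 were matched by symbol in the table. The other part of the rule, which ranked promoters and peaks by fold enrichment, could not be applied without that value. Alternatives fixed in advance covered peak width, unplaced scaffolds, the overlap that counts as shared, bin size, window size, gene set, the assignment of peaks and leaving out each replicate. Alternatives by listing order, shifts of 20 to 100 kb, overlap within 1 kb and the correlation of listing rank were chosen after seeing the data. With 1 captured group and 2 replicates, a batch could not be told apart from a replicate, so no comparison within a batch was possible. Tag totals come from the file headers, and the Wilson 95% confidence intervals given for shares of tags cover counting error only, since PCR copies are not independent molecules.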

Results

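To describe the DNA methylation landscape of pre-ZGA embryos, peaks of methylated DNA were compared between 2 MBD-seq replicates of 256-cell Xenopus laevis embryos. Xenopus laevis is an allotetraploid frog, with each chromosome of the L subgenome paired to a homeologous chromosome of the S subgenome. Replicate 1 had 17645240 tags and replicate 2 had 23909019 tags. In replicate 1, 131303 peaks were called, which covered 81.6 Mb. In replicate 2, 222771 peaks were called, which covered 150.2 Mb. Covered sequence was thus 116 ± 48.5 Mb (SD, n = 2). Peaks held 22.2% of tags in replicate 1 (Wilson 95% confidence interval 22.1% to 22.2%) and 42.3% in replicate 2 (42.2% to 42.3%). Replicate 2 had 1.35 times the tags and 1.70 times the peaks of replicate 1. The median peak width was 501 bp in both lists. Peaks of exactly this width made up 67.4% of the list of replicate 1 and 61.5% of that of replicate 2, and the widest peaks were 33662 bp and 51463 bp. Tag density inside peaks was 9.28 times the density outside in replicate 1 and 12.6 times in replicate 2.

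The first comparison asked how far the peaks of one replicate recur in the other. On the 18 chromosomes, 81187 of 131295 replicate 1 peaks (61.8%) overlapped a replicate 2 peak, and 80653 of 222749 replicate 2 peaks (36.2%) overlapped a replicate 1 peak. The mean of these shares was 49.0%, against 8.36% after shifting (permutation test by circular shifts, p = 0.001, the smallest the shifts can give; adjusted p = 0.0028 over 7 tests). The alternative that moved this share most was a reciprocal overlap of 0.5, which gave 39.9% against 2.97% after shifting. The peaks of both replicates had 44.6 Mb in common. Thus 50108 replicate 1 peaks and 142096 replicate 2 peaks had no counterpart, and peaks found in a single library have no replicate check.

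Overlap fell along each list. With each list divided into 10 equal parts, 83.7% of peaks in the first part of the replicate 1 list were shared and 41.1% in the last. In replicate 2 these shares were 58.7% and 19.5%. Peaks early in the lists were wider, with a median of 978 bp in the first part of replicate 1 and 1227 bp in that of replicate 2, and the shifted level rose with width to 14.5% and 9.53%. Across the 81187 pairs of shared peaks, Spearman's rho of listing rank was 0.58, and among the 30368 pairs with both peaks at the commonest width it was 0.52. Across 27402 bins of 100 kb, rho of the share of bases in peaks was 0.66, with a range over single chromosomes from 0.61 to 0.70. In bins of 1 Mb it was 0.84. These correlations are across peaks or bins, which are not independent replicates, so no p-value was computed.

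**Figure D1:**
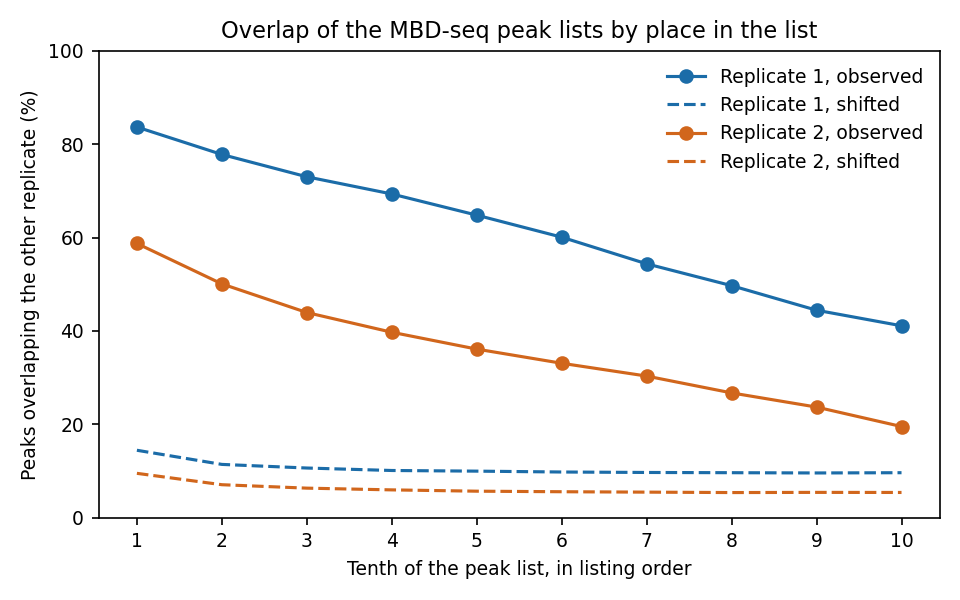
Share of peaks (%) that overlap a peak of the other replicate, for 10 equal parts of each list in listing order; solid lines with points are observed shares and dashed lines are means of 100 circular shifts. The observed share falls from 83.7% to 41.1% in replicate 1 and from 58.7% to 19.5% in replicate 2, above the shifted level throughout.

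The second comparison set L chromosomes against S chromosomes. Averaged over both replicates, L chromosomes carried 61.7 ± 3.31 peaks per Mb and S chromosomes 68.3 ± 3.84 (SD over chromosomes). The S chromosome was denser in 9 of 9 pairs in each replicate, by 6.59 ± 4.63 peaks per Mb on average (SD over pairs; exact paired permutation test, two-sided, p = 0.00391, the smallest this design allows; adjusted p = 0.00456 over 7 tests). In replicate 1 the means were 45.6 on L and 50.8 on S, and in replicate 2 they were 77.8 and 85.8. The difference between replicates in peak number was thus larger than that between subgenomes, while the direction was the same in both. The pair with the largest difference was 8, where 8L had 56.4 and 8S 74.9 peaks per Mb, and the smallest difference of any pair was 3.65 peaks per Mb. Measured as the share of the chromosome in peaks, L chromosomes had 4.00% and S chromosomes 4.52%.

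**Figure D2:**
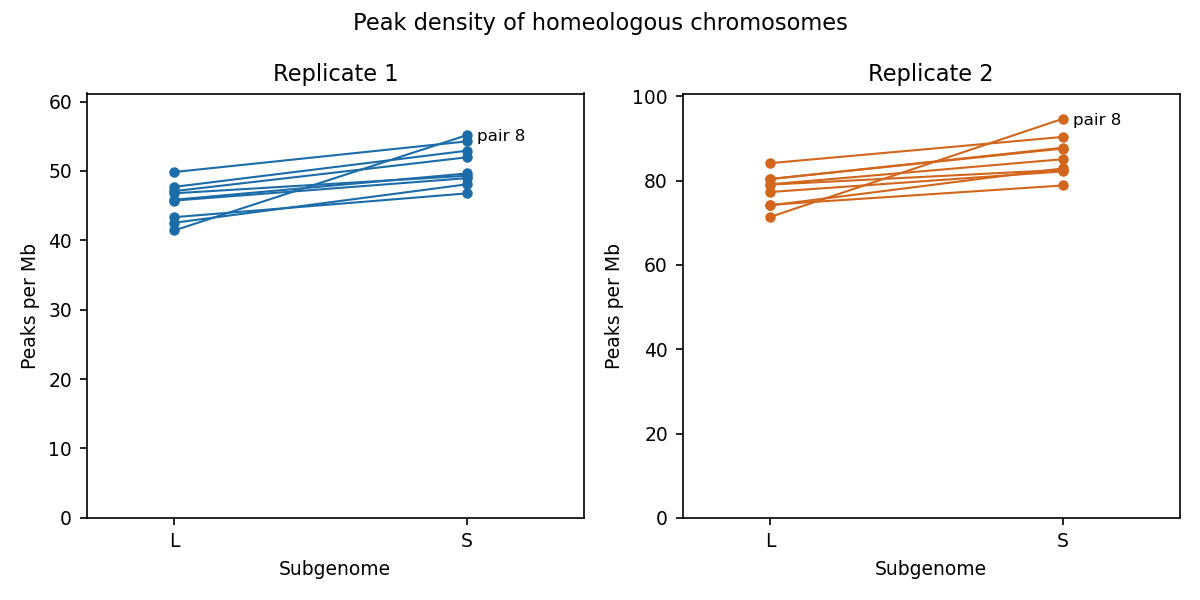
Peaks per Mb on L and S chromosomes in each replicate; each line joins a homeologous pair, and the vertical axis starts at 0. All 9 lines rise from L to S in both replicates, most steeply for pair 8.

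The study scored DNA methylation at promoters, and the position of peaks relative to protein-coding genes was examined next. By midpoint, 3.49% ± 0.117 (SD, n = 2) of peaks lay within 1 kb of a gene end, against 4.75% after shifting. A further 40.2% ± 0.272 lay inside genes, against 43.6%, and 56.3% ± 0.389 lay in intergenic sequence, against 51.6%. Each difference exceeded the SD between replicates. For each share the permutation test by circular shifts (two-sided) gave p = 0.002, the smallest the shifts can give (adjusted p = 0.0028). This test compared the mean of both replicates with the shifted lists, so the spread between replicates did not enter it. Each peak was assigned to a single place, so the intergenic excess follows from the deficits at gene ends and inside genes. It is not a separate result. Gene-end peaks were thus at 0.734 times the shifted level. The alternative that moved this share most was the window of 2 kb, with 7.90% against 9.14%, and with the window of 500 bp it was 1.14% against 2.42%, which is 0.469 times the shifted level.

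Coverage by peaks was lowest just inside the gene end. In the first 200 bp inside, 0.838% of bases lay in peaks in replicate 1 and 1.79% in replicate 2. At 5 to 10 kb outside the same gene ends these shares were 2.92% and 5.52%. All 34461 genes were kept at each outside step, so neighbouring genes can lie there. Between 800 and 1000 bp outside, coverage was highest, at 3.65% and 6.81%. The start and the end of genes are pooled in these values, and inside genes a step includes only genes that reach it before their midpoint.

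**Figure D3:**
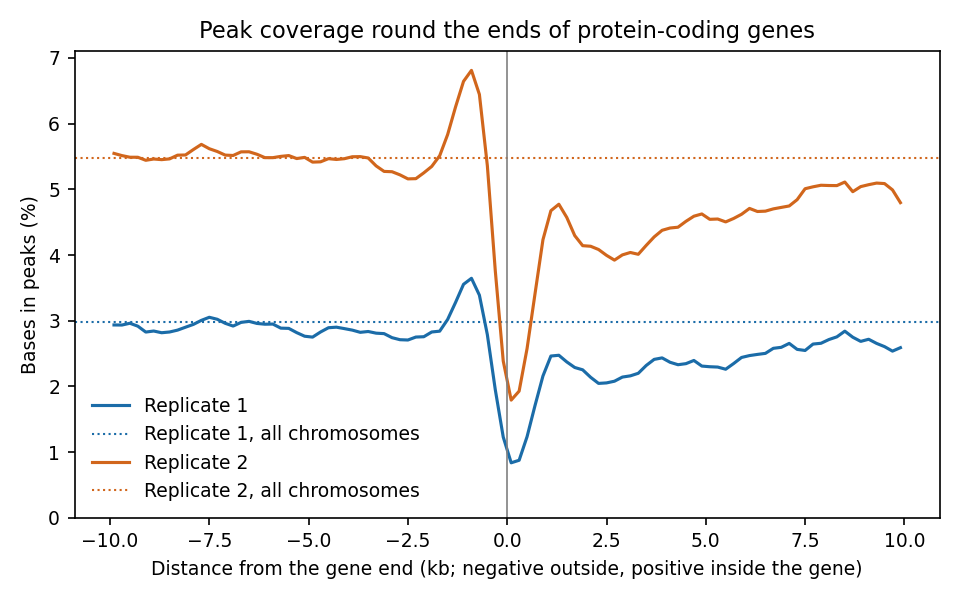
Share of bases in peaks (%) in steps of 200 bp from 10 kb outside to 10 kb inside the ends of 34461 protein-coding genes, with start and end of genes pooled; solid lines are replicates and dotted lines their mean over all chromosomes. Both replicates reach their minimum, 0.838% and 1.79%, in the first 200 bp inside the gene.

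A peak was found at 9.56% of gene ends in replicate 1 and at 17.0% in replicate 2. In both replicates together this was 5.91% of gene ends, against 7.90% after shifting (permutation test by circular shifts, two-sided, p = 0.002; adjusted p = 0.0028). Of 34461 genes, 181 (0.525%) had a peak in both replicates at each of their ends and 3889 (11.3%) at one end or more. The share of promoters with a peak in both replicates therefore lay between 0.525% and 11.3%, if the TSS is at one of the annotated gene ends. The upper bound depended on the window, being 4.94% with 500 bp and 21.4% with 2 kb.

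Homeologous gene pairs were then compared. Among 7764 pairs, 124 had a gene-end peak in both replicates on L and on S, against 101.0 expected from the separate shares. The odds ratio was 1.31 (Fisher's exact test, two-sided, p = 0.0114; adjusted p = 0.0114). By the same exact test, this association was not seen with the window of 500 bp (odds ratio 1.04, p = 0.897) or with an overlap of at least 200 bp (1.14, p = 0.318). Replicate 2 alone gave 1.32 and replicate 1 alone 1.10, and no test is given for a single library. With the first 49.4% and 49.2% of the lists in listing order it was 1.85 (the same exact test, p = 0.00107). Gene pairs that lie side by side are not independent, and the p-value does not account for this.

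Among the 8 matched genes named in advance, pou5f3.2.L was the single gene with a peak at a gene end, and in replicate 2 only. The gene lies at 2295625 to 2299844 of chromosome 8L in the authors' genome version, and the peak at 2296058 to 2296683, inside the gene. The nearest replicate 1 peak was 23802 bp away. Its homeolog pou5f3.2.S (8S, 27584027 to 27587612) had its nearest peaks 5991 bp away in replicate 1 and 5424 bp in replicate 2. For ccnb1.S (1S, 174646841 to 174657382) these distances were 4315 and 4247 bp, and for cxxc1.S (8S, 26214464 to 26220561) 4453 and 4432 bp. The nearest peaks of sox3.S (8S, 63299041 to 63300658) were at 3597 and 3529 bp, and those of sox3.L (8L, 46991470 to 46993062) at 3475 and 13372 bp. For sox2.L (5L, 114959594 to 114960783) they were at 17612 and 10620 bp, and for sox9.S (9_10S, 19840590 to 19846183) at 19863 and 4811 bp. The absence of a peak here means that the threshold of the peak calling was not met, and tag counts at these genes were not analysed here.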

Values the study reported

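The study reported that about 95% of promoters marked by H3K4me3 were depleted of DNA methylation in pre-ZGA embryos.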

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

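Among the alternatives with a test, none changed direction. The overlap of the lists, the density of L against S chromosomes, the 3 shares of peaks by place and the share of gene ends with a peak in both replicates kept their side of the 0.05 threshold under each alternative that was tested, but their p-values were all at the smallest value the test can give, so the sizes say more. The overlap ranged from 39.9% with a reciprocal overlap of 0.5 (13.5 times the shifted level) to 55.1% for peaks within 1 kb (2.77 times). Relative to the shifted level, peaks at gene ends ranged from 0.469 with the window of 500 bp to 0.864 with 2 kb, and gene ends with a peak in both replicates, at 0.748, from 0.540 with 500 bp to 0.904 with all genes of the table (7.13% against 7.89%). The filter on peaks of at least 500 bp removed 1 peak of replicate 2 and none of replicate 1, and scaffolds added 8 and 22 peaks, so neither setting says anything about stability.

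The agreement of homeologs, by Fisher's exact test, was lost in 2 of the alternatives that kept both replicates, at an odds ratio of 1.14 with an overlap of at least 200 bp (p = 0.318) and of 1.04 with the window of 500 bp (p = 0.897), and over the alternatives that kept both replicates its p-value ranged from 0.000710 to 0.897. The odds ratio was higher in the first part of the listings (1.85, exact p = 0.00107) and at near-equal numbers of peaks (1.53, exact p = 0.00151). The cause was not tested; in the window of 500 bp only 17 pairs had a peak on both homeologs.

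Correlations had no test and were set against the SD over the 18 chromosomes. For bin coverage, rho was 0.84 in bins of 1 Mb, 0.61 in the first 49.4% and 49.2% of the listings and 0.62 at near-equal numbers (131303 and 134118 peaks). For listing rank, a result chosen after seeing the data, rho was 0.70 with reciprocal overlap, 0.52 at the commonest width, 0.49 in the first part of the listings and 0.50 at near-equal numbers. The cause was not tested.

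Across the fits that each left out one replicate, the L minus S difference ranged from -7.98 to -5.19 peaks per Mb, the share of peaks at gene ends from 3.41% to 3.57%, inside genes from 40.0% to 40.4%, and in intergenic sequence from 56.0% to 56.6%. Each mean of both replicates lies between these values by construction. Gene ends with a peak ranged from 9.56% without replicate 2 to 17.0% without replicate 1, since a single list needs no peak in the other, and the homeolog odds ratio from 1.10 without replicate 2 to 1.32 without replicate 1.

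Genes with peaks at both ends numbered 181, but 45 with the window of 500 bp, 712 with 2 kb, 1034 with all genes of the table, 111 with an overlap of at least 200 bp, 64 in the first part of the listings, 430 without replicate 2 and 1229 without replicate 1. Genes with a peak at one end or more numbered 3889, but 1704, 7372 and 1926 with 500 bp, 2 kb and the first part of the listings, and 6159 and 10502 without replicate 2 or 1.

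No paired analysis was possible because the Input libraries, which share replicate numbers with the MBD capture libraries, were not analysed here. Rankings by −log10 p, and analyses of exons, introns, CpG density, repeats or assembly gaps, which had been listed before the data were examined, were not run. Replicate 1 had fewer tags and a lower share of them in peaks, which limits statements about sequence called in replicate 2 alone.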

Other observations

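The comparison of dense and scattered tRNA genes was chosen before its values were seen; the other tests in this part were chosen after the pattern was seen. No biological explanation was tested, since both captured libraries belong to one group.

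S chromosomes held more peaks per Mb than their L homeologs. They also have fewer genes, with 11.7 protein-coding genes per Mb against 13.8 on L. Counted in intergenic sequence alone, S still exceeded L by 5.37 peaks per Mb, in 9 of 9 pairs (exact paired permutation test, p = 0.00391), which argues against gene density as the whole cause. The numbers in the peak names appear to count candidate windows before comparison with Input, since their highest values sum to 748058 and 839789 against 748419 and 840108 candidates in the headers. These windows were denser on S by 32.6 per Mb, in 9 of 9 pairs, which argues against the Input filter as the whole cause if the numbers are read rightly. The headers count 2561 and 5681 candidates as removed by Input, which does not account for the fall to 131303 and 222771 peaks, so what else separates candidates from peaks is not known. Without pair 8 the difference counted over all peaks was 5.10 peaks per Mb in 8 of 8 pairs (exact paired permutation test, p = 0.00781). CpG content, repeats and how well reads can be placed on each subgenome stay open, as no genome sequence was used here.

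Replicate 2 had more peaks and more of its tags in peaks. With 1.35 times the tags of replicate 1, it had 67.3 tags per kb inside peaks against 47.9, and 5.33 tags per kb outside against 5.16. Of the 22271 peaks in the first of 10 equal parts of the replicate 2 list, 9189 (41.3%) had no replicate 1 peak, and among the 736 of them at the commonest width 492 (66.8%) had none. If the listing order ranks peaks by whole tags, each of these 736 holds at least 71 tags. Thinned to the tag total of replicate 1, with tags spread evenly over each peak, 297 of the 22271 peaks would fall under its threshold of 12 tags per 500 bp, and its filters against Input and for clonal tags removed 2654 candidates in all. This argues against tags falling under that threshold as the whole cause, as far as the inferred order and the even spread hold. What else separates candidates from peaks is not known and was not modelled, so depth acting through that step is not excluded. A difference in capture between the libraries, or in the Input libraries, also stays open.

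Genes of ribosomal and transfer RNA lay in peaks more often than after shifting, and far more so in replicate 2. Of 375 rRNA genes, 63 overlapped a peak in replicate 1 and 259 in replicate 2, and of 2612 tRNA genes 206 and 809. For each of these 4 counts the permutation test by circular shifts (two-sided) gave p = 0.002, the smallest it can give (adjusted p = 0.00255 over 14 tests of 7 gene classes). Of 377 snRNA genes, 19 and 69 overlapped a peak, above the shifted level in replicate 2 (permutation test by circular shifts, adjusted p = 0.00255) and not distinguishable from it in replicate 1 (adjusted p = 0.224). Pseudogenes were likewise not distinguishable in replicate 1 (adjusted p = 0.187) and slightly above in replicate 2, at 44.2% against 41.3% (adjusted p = 0.00466, the same permutation test). Protein-coding, lncRNA and snoRNA genes were below the shifted level in both replicates, with 4 and 6 of 579 snoRNA genes in peaks. Shifting both lists, which keeps the number and widths of peaks, gave a mean ratio of replicate 2 to replicate 1 of 1.87 for tRNA genes, against 3.91 observed with 1 gene added to each count (permutation test by circular shifts, one-sided, p = 0.001, the smallest it can give), which argues against the number of peaks as the whole cause for tRNA genes. For rRNA genes the shifted ratio was 1.94 against 4.06 (p = 0.0210 by the same permutation test, or 0.147 over the 7 classes looked at), so a chance placement of the few rRNA arrays is not excluded. At near-equal numbers of peaks, 257 of the 259 rRNA genes were still in replicate 2 peaks against 63 in replicate 1. The ratio for protein-coding genes fell from 1.26 to 1.02. The late peaks of replicate 2 thus did not hold the rRNA excess. This follows from the listing order, since the peaks at places 3 and 6 of that list held 145 and 70 rRNA genes. It adds nothing to the shift test on chance placement. Most of the rRNA excess is a single array at 154733224 to 154861725 of chromosome 4L, where 55 and 244 of 244 genes lay in peaks; outside it, 8 and 15 of 131 did. For tRNA genes in groups of 20 or more in the same Mb, 180 and 740 of 2075 lay in peaks in replicates 1 and 2, and of 537 scattered genes 26 and 69. At near-equal numbers of peaks the ratios of replicate 2 to replicate 1 were 3.99 and 2.35. The ratio was thus lower but not absent among scattered genes, so reads shared between near-identical copies, copy number and a difference in capture cannot be told apart. Of 37 groups of rRNA or tRNA genes, 25 were higher in replicate 2, 3 in replicate 1 and 9 were tied, and at near-equal numbers of peaks these counts were 19, 4 and 14. The widest array peaks of replicate 2 stood among the first in its list.

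Peaks were rarer at gene ends than after shifting, which might reflect fewer peaks in gene-rich regions. Shifts of 20 to 100 kb, which stay in the same region, still placed 4.59% of peaks at gene ends, against 3.49% observed (permutation test by circular shifts, two-sided, p = 0.002), which argues against regional density as the whole cause. CpG-rich sequence without methylation and sequence with few CpGs would both lack peaks, and the lists do not separate these.

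Among the widest peaks of each list, chosen after their values were seen, recurrence differed by replicate. Those examined in replicate 1 were covered to between 78.7% and 100% by replicate 2 peaks. Those examined in replicate 2 were covered to between 2.51% and 17.6% by replicate 1 peaks. The exception was the replicate 2 peak at 143224984 to 143250725 of 5S, covered to 97.3%. This contrast rests on few loci. Apart from a peak of 5S, those of replicate 1 lay between 11325627 and 11504563 of 3S. The replicate 2 peaks at 154807224 to 154858686 and 154740852 to 154766162 of 4L lay in the same rRNA array. Replicate 2 peaks also covered 1.84 times the bases of replicate 1 peaks, which by itself favours such a contrast. The peak at 143224993 to 143248649 of 5S, first in the replicate 1 list, was covered in full by the replicate 2 list and held no gene of the table. In contrast, the 40886 bp peak at 116755665 to 116796550 of 1S in replicate 2, also without a gene, was covered to 2.51% by replicate 1 peaks. No explanation was tested for either.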
